# Two pathways drive meiotic chromosome axis assembly in *Saccharomyces cerevisiae*

**DOI:** 10.1093/nar/gkac227

**Published:** 2022-04-12

**Authors:** Jonna Heldrich, Carolyn R Milano, Tovah E Markowitz, Sarah N Ur, Luis A Vale-Silva, Kevin D Corbett, Andreas Hochwagen

## Abstract

Successful meiotic recombination, and thus fertility, depends on conserved axis proteins that organize chromosomes into arrays of anchored chromatin loops and provide a protected environment for DNA exchange. Here, we show that the stereotypic chromosomal distribution of axis proteins in *Saccharomyces cerevisiae* is the additive result of two independent pathways: a cohesin-dependent pathway, which was previously identified and mediates focal enrichment of axis proteins at gene ends, and a parallel cohesin-independent pathway that recruits axis proteins to broad genomic islands with high gene density. These islands exhibit elevated markers of crossover recombination as well as increased nucleosome density, which we show is a direct consequence of the underlying DNA sequence. A predicted PHD domain in the center of the axis factor Hop1 specifically mediates cohesin-independent axis recruitment. Intriguingly, other chromosome organizers, including cohesin, condensin, and topoisomerases, are differentially depleted from the same regions even in non-meiotic cells, indicating that these DNA sequence-defined chromatin islands exert a general influence on the patterning of chromosome structure.

## INTRODUCTION

Chromosomes preparing for meiotic recombination organize into linear arrays of chromatin loops anchored to a proteinaceous axis (1). This organization is observed across sexually reproducing organisms and is essential for successful chromosome pairing and recombination. Without axes, DNA double-strand breaks (DSBs), the initiating lesions of meiotic recombination, are strongly reduced and the DSBs that do form largely fail to engage in crossover recombination between homologous chromosomes (2–4). The resulting deficit in recombination leads to pervasive chromosome non-disjunction in the first meiotic division. Accordingly, patients with defects in axis formation exhibit male infertility or premature ovarian failure (5,6).

Meiotic axis function has been studied extensively in the sexually reproducing budding yeast *Saccharomyces cerevisiae*. In this organism, the meiotic chromosome axis is made up of several meiosis-specific proteins, including Rec8-cohesin, Red1 and Hop1 (2). Homologues of Rec8, Red1 and Hop1 are also active during mammalian meiosis (1). Rec8 is essential for the loop-axis organization of meiotic chromosomes (7–10) and recruits Red1 and Hop1 to its binding sites by physically interacting with Red1 (11). Red1 and Hop1, in turn, are key activators of meiotic recombination that recruit DSB factors and control homolog-directed DSB repair (2,8). Axis protein enrichment and recombination hotspots do not physically overlap; Red1 and Hop1 are enriched at gene ends, whereas DSBs occur in the nucleosome-depleted regions of promoters (11,12). However, Red1 and Hop1 enrichment patterns correlate well with meiotic DSB activity and crossover formation at a regional scale (8,10), suggesting that they influence the regional chromosome environment to promote meiotic recombination.

Although Rec8 is essential for the wild-type distribution of Red1 and Hop1, the two proteins are also able to associate with meiotic chromosomes in the absence of Rec8, albeit in an unusual pattern. *rec8Δ* mutants exhibit cytological clumps of Red1 and Hop1, and ChIP-seq analyses show that binding of Red1 and Hop1 is largely restricted to distinct islands along chromosomes, very different from the well-distributed axis-protein peaks seen in wild type (8,9,11) (Supplementary Figure S1A-B). Similar islands of axis protein enrichment are also observed in *rec8* mutants of the plant *Arabidopsis thaliana* (13), suggesting a conserved mechanism.

Here, we show that Red1 and Hop1 overenrichment in islands also occurs in wild-type cells and represents an axis-protein recruitment pathway that acts in parallel to Rec8-cohesin. This pathway depends on Hop1 and increases crossover designation in islands. We identify local gene density as major predictor of islands and show that islands are distinguished from the rest of the genome by elevated nucleosome density, which is determined by features in the underlying DNA sequence. The chromatin islands are also correlated with differential distribution of other chromosome regulators, both in meiotic and vegetative cells, indicating that these sequences are an important encoded feature of chromosome organization.

## MATERIALS AND METHODS

### Yeast strains and growth conditions

All strains used in this study were of the SK1 background, with the exception of the *top2-1* mutant, which is congenic to SK1 (backcrossed > 7×). The genotypes are listed in Supplementary Table S1. To induce synchronous meiosis, strains were accumulated in G1 by inoculating BYTA medium with cells at OD_600_ = 0.3 for 16.5 h at 30°C (14). Cultures were washed twice with water and resuspended into SPO medium at OD_600_ = 1.9−2.0 at 30°C as described (14). *top2-1* cells were inoculated at OD_600_ = 0.8 in BYTA medium for 20 h at room temperature and shifted to 34°C after 1 h in SPO medium (15). For the Brn1-FRB anchor away experiment, rapamycin was added to a final concentration of 1 μM at the time of meiotic induction (0 h).

### Chromosome spreads and immunofluorescence

Meiotic nuclear spreads were performed as described (16). Red1 was detected using anti-Red1 rabbit serum (Lot#16441; kind gift of N. Hollingsworth) at 1:100 and Alexa Fluor 488 anti-rabbit antibody at 1:1000. Hop1 was detected using anti-Hop1 rabbit serum (kind gift of N. Hollingsworth) at 1:200 and Alexa Fluor 488 anti-rabbit antibody at 1:1000. Microscopy and image processing were carried out using a Deltavision Elite imaging system (Applied Precision) adapted to an Olympus IX17 microscope and analyzed using softWoRx 5.0 software.

### Chromatin immunoprecipitation

At the indicated time points, 25 ml of meiotic culture was harvested and fixed for 30 min in 1% formaldehyde. Formaldehyde was quenched by addition of 125 mM glycine and samples processed as described (17). Samples were immunoprecipitated with 2 μl of either anti-H3 (Abcam ab1791), anti-Hop1, anti-Red1 (#16440) or anti-Rec8 per IP, or 10 μl anti-HA (3F10, Roche Applied Science) per IP. Antibodies against Hop1, Red1 and Rec8 were kind gifts of N. Hollingsworth. For spike-in normalization using SNP-ChIP, fixed meiotic SK288c cells were added to each sample to make up 20% of the cell pellet before chromatin extraction and immunoprecipitation (18). Library preparation was completed as described (11). Library quality was confirmed by Qubit HS assay kit and either Agilent 2100 Bioanalyzer or 2200 TapeStation. 50 or 100 bp single-end sequencing was accomplished on an Illumina HiSeq 2500 or NextSeq 500 instrument. Read length and sequencing instrument did not introduce any obvious biases to the results. Other ChIP results were from published datasets as indicated in the figure legends. All ChIP data are averages of two biological replicates with the exception of the *rtf1Δ* Red1 ChIP analysis (Supplementary Figure S5J), which was performed once.

### Mononucleosomal DNA preparation

At the 0- or 3-h time point, 50 ml of meiotic culture was harvested and fixed for 30 min in 1% formaldehyde. The formaldehyde was quenched by addition of 125 mM glycine and samples processed as described (12). Library preparation and sequencing were done as outlined under the chromatin immunoprecipitation section above. All MNase-seq data are averages of at least two biological replicates.

### Processing of Illumina sequence data

Sequencing reads were mapped to the SK1 genome (19) using Bowtie. Sequencing reads of 100 bp were clipped to 51 bp. Only perfect matches across all 51 bp were considered during mapping. Because of background peaks, Smc4-Pk9 ChIP signals were also normalized to the signal in a no-tag control (20). Multiple alignments were not taken into account, which means each read only mapped to one location in the genome. Reads were extended towards 3’ ends to a final length of 200 bp and probabilistically determined PCR duplications were removed in MACS-2.1.1 (https://github.com/taoliu/MACS) (21). All pileups were SPMR-normalized (signal per million reads), and fold-enrichment of the ChIP data over the input data was calculated. Plots shown were made using two or more combined replicates. The 95% confidence intervals were calculated by bootstrap resampling from the data 1000 times with replacement.

### Peak calling

To identify Red1, Hop1 and Rec8 protein enriched regions (peaks) for Supplementary Figure S1D, MACS-2.1.1 (https://github.com/taoliu/MACS) (21) was used for peak calling of the sequence data. The reads were processed identically to the description in the ‘Processing of Illumina sequence data’, except the –broad flag was used with the ‘callpeak’ function to determine significant regions of enrichment that meet the default *q*-value cutoff.

### Defining islands and deserts

The Red1 ChIP-seq sequencing data in the *rec8*Δ mutant was partitioned into 5000 bp bins with signal scores equal to the average signal across the bin. Bins with scores greater than or equal to 1.75 times the standard deviation of the Red1 signal across the genome were classified as enriched regions. Enriched regions were joined with adjacent enriched regions to define islands. The remaining regions were defined as deserts.

### Analysis of G-quadruplexes and DNA flexibility

G-quadruplex structures were predicted using the G4-im Grinder 1.6.1 algorithm (https://github.com/EfresBR/G4iMGrinder). Predictions were made for the SK1Yue genome (19) where max loop size was set to 20 nucleotides. Predicted G-quadruplex scores were applied to the genome and island and desert regions were compared. DNA flexibility analysis utilized measurements from Basu et al. (PRJNA667271) who assessed flexibility in 7-bp steps along chromosome V for a total of 82,404 flexibility measurements (22). Average flexibility scores across each 7-bp step were calculated from overlapping 50-bp probes. Scores were mapped to the SacCer3 genome assembly genome and designated as island and deserts.

### Logistic regression modeling

The genome was divided into 5000 bp bins, matching the bins used to define islands. Each bin was classified as either an island or a desert and the coding density (fraction of base pairs overlapping ORFs) was calculated for each bin. The caret package (https://github.com/topepo/caret/) was used to create a training set of 80% of the data and a test set of the remaining 20% of the data, and to train a logistic regression model using the training data. Coding density was determined to be a significant feature (*P* < 0.0001). This model was applied to the test data to predict the island/desert status using coding density as input.

## RESULTS

### Islands of axis-protein enrichment are present on wild-type chromosomes

Previous studies identified genomic islands with persistent axis-protein enrichment in *rec8*Δ mutants (8,11). We speculated that these islands are also present on wild-type chromosomes but obscured by the abundant axis-protein peaks recruited by Rec8 (Figures 1A, Supplementary Figure S1A). To test this possibility, we filtered Red1 ChIP-seq data of *rec8*Δ mutants using an enrichment threshold (see **Methods**) to parse the yeast genome into contiguous regions of axis protein enrichment (‘islands’) and depletion (‘deserts’; Figures 1A, Supplementary Figure S1A). The resulting coordinates were then applied to ChIP-seq data obtained from wild-type yeast. This analysis showed that even in wild-type cells, Red1 and Hop1 are significantly more abundant in islands than in deserts (Figure 1B-C), indicating that islands of axis protein enrichment also occur on wild-type chromosomes.

**Figure 1.**
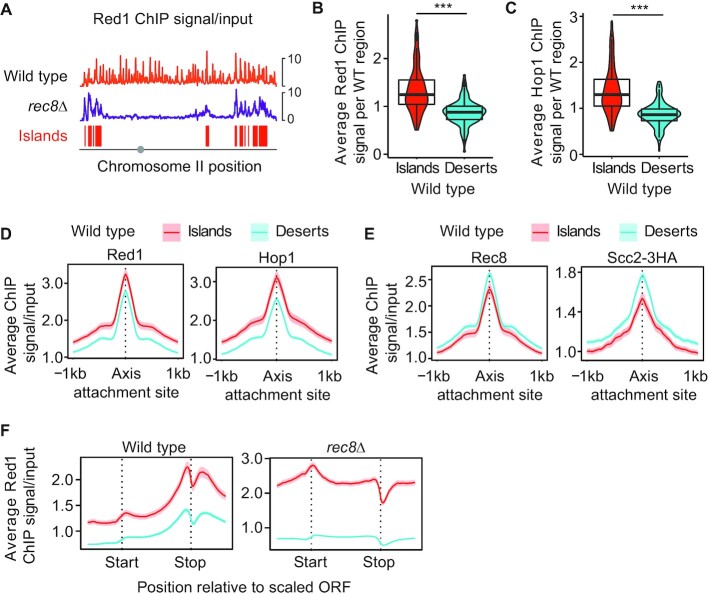
Islands of increased Red1/Hop1 enrichment and decreased cohesin enrichment on wild-type chromosomes. (**A**) Representative distribution of Red1 in wild-type cells (orange) and *rec8*Δ mutants (purple) along chromosome II. The distribution of Red1 in *rec8*Δ mutants was used to parse the genome in islands (red) and deserts (no color; see Methods). Grey circle indicates position of centromere. Note: these profiles are internally normalized, which allows between-sample comparison of binding patterns but not of peak heights. For spike-in normalized profiles of Red1 and Hop1, see Figures 6C and S6A. (**B, C**) Violin and box plots quantifying the average Red1 and Hop1 signal per island or desert region on wild-type chromosomes. ***P < 0.0001, *t*-test. (**D**) Average Red1 and Hop1 enrichment at axis attachment sites (11) in wild type separated into islands and deserts. The 95% confidence interval (C.I.) for the average lines is shown. (**E**) Average Rec8 and Scc2-3HA enrichment and 95% C.I. at axis attachment sites in wild type. (**F**) Metagene analysis of Red1 in wild type and *rec8*Δ mutants indicating average ChIP-seq enrichment along genes in islands and deserts.

Two observations indicated that this regional over-enrichment occurred in parallel to Rec8-dependent recruitment. First, while Red1 and Hop1 peaks were significantly higher in islands (based on 95% C.I., Figure 1D, Supplementary Figure S1C), peaks of Rec8 and the cohesin loader and activator protein, Scc2, were in fact lower in islands than in deserts (Figure 1E). Thus, cohesin enrichment did not correlate with Red1/Hop1, despite the fact that all three proteins showed more frequent peaks in islands (Supplementary Figure S1D). 

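Chromatin immunoprecipitation of Red1, Hop1 and Rec8 followed by sequencing (ChIP-seq) was done in wild-type cells of the SK1 background, a yeast background that enters meiosis synchronously. The sample labels give 3 h after meiotic induction. They list 4 ChIP samples for Red1, 4 for Hop1 and 2 for Rec8, which was precipitated through an HA tag, whereas the paper's methods give 2 biological replicates for ChIP data. Of these samples, 1 for Red1 and 1 for Hop1 came from a strain that also carried Pk9-tagged Smc4. The labels give these 2 samples the same input library, whereas the Rec8 samples have inputs of their own. The authors mapped the reads to the SK1 genome, kept perfect matches at a single location, extended the reads to 200 bp and removed PCR duplicates. They then called broad peaks on the combined replicates of each protein against input with MACS at its default q-value cutoff. There was thus 1 list per protein and no replicate error for any value taken from the lists. The lists carry no read counts, so the depth behind them is unknown, and the Rec8 list rests on fewer samples than the Red1 and Hop1 lists.
The Red1 list held 1571 peaks with a median width of 1699 bp and quartiles of 813 and 2772 bp. Red1 peaks covered 29.8% of the sequence between the first and the last interval of the chromosomes. The Hop1 list held 1514 peaks with a median width of 1678 bp, which covered 29.1% of the same sequence. The Rec8 list held 1592 peaks with a median width of 1588 bp, which covered 25.2%. The widest peak was 28539 bp for Red1, 24755 bp for Hop1 and 9640 bp for Rec8. Leaving out peaks with a −log10 q-value under 5 changed the numbers most for Rec8, from 1592 to 1371 peaks, and left 1504 Red1 and 1413 Hop1 peaks.
The lists also give the authors' fold enrichment of ChIP over input for each peak, averaged by MACS over the width of the peak. Its median was 1.61 for Red1, 1.58 for Hop1 and 1.63 for Rec8. Because the authors scaled each profile to its own number of reads, the fold enrichment was used only to rank and describe peaks within their own list. In SK1 coordinates, the Red1 peaks with the highest fold enrichment lay on chromosome XI from 508137 to 511162 (3.68-fold) and on chromosome III from 235078 to 240348 (3.66-fold). The highest Hop1 peak overlapped the latter, on chromosome III from 235191 to 241545 (3.84-fold), and was followed by a peak on chromosome VII from 220730 to 223905 (3.65-fold). The highest Rec8 peaks lay on chromosome II from 250719 to 252956 (3.43-fold) and on chromosome XIII from 258697 to 261424 (3.38-fold). The overlapping Red1 peaks ranked at the 61.7th and the 86.5th percentile of the Red1 list. The annotation of these positions and the coordinates of islands and deserts were not used here.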

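Peaks of the 3 proteins were compared over the whole genome, without the division into islands and deserts. Of the Red1 peaks, 1428 (90.9%) shared at least 1 bp with a Hop1 peak and 1356 (86.3%) with a Rec8 peak. Of the Hop1 peaks, 95.2% shared sequence with a Red1 peak and 89.3% with a Rec8 peak. Of the Rec8 peaks, 91.2% shared sequence with a Red1 peak and 90.1% with a Hop1 peak. Circular shifts of the second list within each chromosome, which keep the number, width and spacing of its peaks, gave 49.1% to 52.4% on average. None of the 10000 shifts reached the observed share in any of the 6 comparisons (two-sided permutation test, p = 0.0001, the smallest that the shifts can give, and adjusted p = 0.0001). When at least 50% of the width of the first peak had to be covered, the lowest of the 6 shares was 76.3%, for Red1 peaks with a Rec8 peak.

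**Figure D1:**
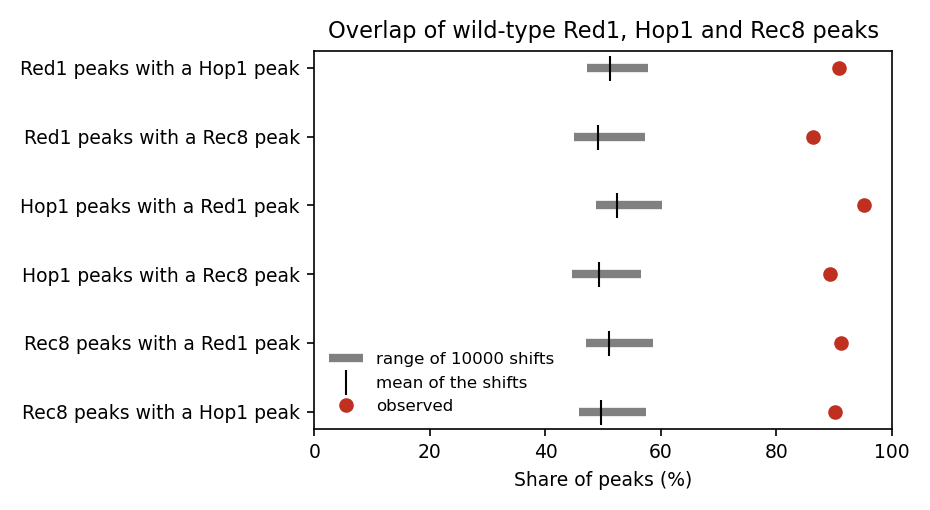
Share of the peaks of one protein that share at least 1 bp with a peak of another, in percent of the peaks of the first list. Dots are the observed shares, grey bars the range and black marks the mean of 10000 circular shifts. The observed shares lie between 86.3% and 95.2%, and no shift exceeds 60.2%.

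The number of peaks per 5-kb bin, the bin size of the paper, was related for all 3 pairs of proteins over 2348 bins. Spearman's rho was 0.762 between Red1 and Hop1 (Pearson's r = 0.745), 0.615 between Red1 and Rec8 (r = 0.586) and 0.635 between Hop1 and Rec8 (r = 0.613). Each of these values lay outside the range of 10000 circular shifts of the bins (two-sided permutation test, p = 0.0001, adjusted p = 0.0001 over the 3 pairs). The lowest rho among the alternatives was 0.491, between Red1 and Rec8 in 20-kb bins. Bins are not independent replicates, since each list is a single call.
The fold enrichment of shared peaks was compared through its rank within each list. This comparison was chosen after the lists had been examined. It used peaks that shared sequence with exactly 1 peak of the other list. Peaks that met several peaks of the other list were left out, so the values do not cover them. Of the 1356 Red1 peaks with a Rec8 peak, 1147 were used, 42 of them on the 3 shortest chromosomes. Spearman's rho was 0.954 over 1257 peaks shared by Red1 and Hop1, 0.848 over 1147 peaks shared by Red1 and Rec8 and 0.842 over 1158 peaks shared by Hop1 and Rec8. Circular shifts of the values along the chromosomes gave at most 0.323 (two-sided permutation test, p = 0.0001, adjusted p = 0.0001 for each pair). With the ranks of the peak widths taken out, rho between Red1 and Rec8 was 0.812, the lowest among the alternatives.

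**Figure D2:**
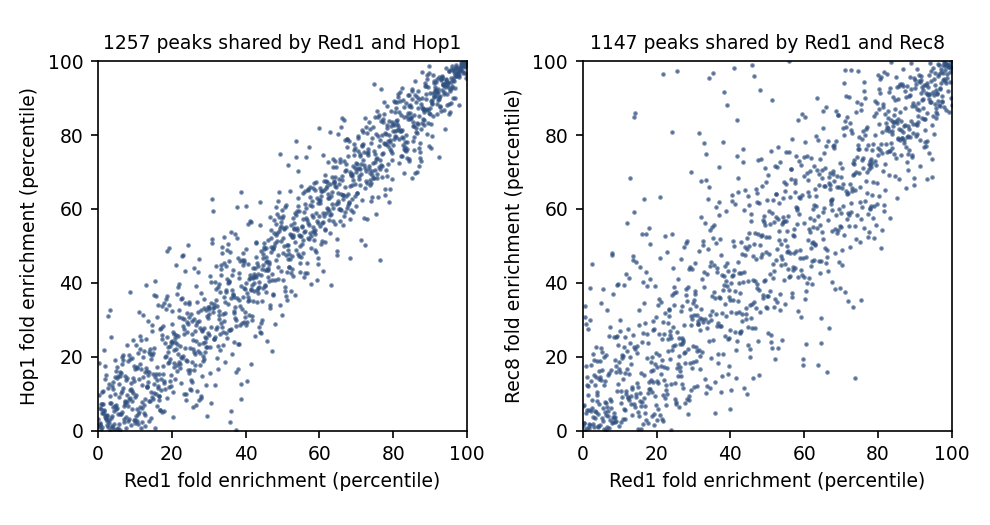
Fold enrichment of shared peaks as the percentile rank among the shared peaks, for Red1 against Hop1 (1257 peaks) and for Red1 against Rec8 (1147 peaks). Each point is 1 pair of overlapping peaks. The points scatter more widely for Rec8 (rho = 0.848) than for Hop1 (rho = 0.954). By the labels, Red1 and Hop1 share 1 input library, and Rec8 shares none with them.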

Second, metagene analysis revealed island-dependent enrichment of Red1 across the entire analysis window (Figures 1F, Supplementary Figure S1E) that was separable from the Rec8-dependent enrichment of Red1 at gene ends (Figure 1F) (8,11). These data indicate that two recruitment pathways act in parallel to shape meiotic axis-protein enrichment in wild-type cells.

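The wild-type peak lists also show how Red1 and Hop1 peaks divide by whether they overlap a called Rec8 peak. Cohesin may be present without a called peak, since calls depend on the q-value cutoff and on depth. A Rec8 peak was absent from 215 Red1 peaks and from 162 Hop1 peaks. Of these, 94 Red1 peaks had no Hop1 peak either, and 40 Hop1 peaks had no Red1 peak either. Red1 peaks with a Rec8 peak had a median fold enrichment of 1.71 and a median width of 1892 bp, and those without one had a median fold enrichment of 1.20 and a median width of 475 bp. For Hop1, the median fold enrichment was 1.66 with and 1.19 without a Rec8 peak, and the median widths were 1814 and 502 bp. The difference of the medians was 0.509 for Red1 and 0.465 for Hop1. Both lay outside the range of 10000 circular shifts of the values along the chromosomes, from −0.295 to 0.230 over both lists (two-sided permutation test, p = 0.0001, adjusted p = 0.0001). Narrow peaks overlap others less often by their size alone. After a linear dependence on the rank of the width was taken out, an alternative added later, the difference was 0.156 for Red1 and 0.135 for Hop1 (p = 0.0001 for both, same permutation test). The paper concludes that Rec8-dependent recruitment and recruitment to islands act side by side. It draws this from the opposite distribution of cohesin and Red1/Hop1 peak heights between islands and deserts. It also draws it from the enrichment of Red1 across whole genes in islands apart from gene ends. Because the paper describes these pathways as additive, peaks with and without a Rec8 peak do not stand for one pathway each.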

### Increased crossover designation in islands

As axis proteins have important roles in regulating meiotic recombination, we asked whether the differential enrichment of axis proteins in islands correlated with differences in meiotic recombination along wild-type chromosomes.

Analysis of Spo11-oligo levels, which report on meiotic DSB distribution (12,23) showed only minor differences in DSB formation between islands and deserts. The number of hotspots per kb was indistinguishable between islands and deserts (Supplementary Figure S2A) and hotspot activity (DSBs per hotspot) was only marginally different (Supplementary Figure S2B). Hotspots in islands were noticeably narrower (Figure 2A) leading to higher DSB levels per bp (2B, S2C), but this effect is likely explained by the fact that intergenic distances are narrower in islands (analyzed in more detail below).

**Figure 2.**
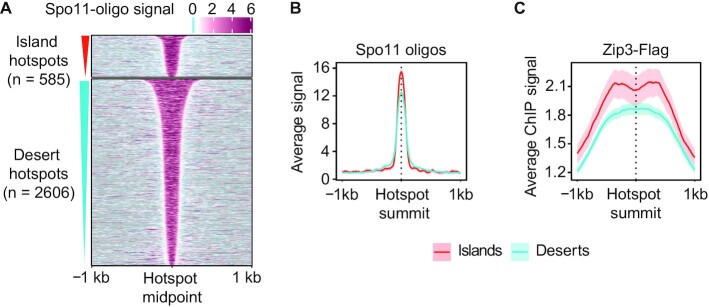
Crossover designation is more frequent in islands. (**A**) Heatmap of Spo11-oligo signal at 4h after meiotic induction (23) centered at all hotspot midpoints, separated into islands or desert regions, and sorted by hotspot widths. (**B**) Average Spo11-oligo signal and 95% C.I. at hotspots in islands and deserts. (**C**) Average Chip-seq signal of Zip3 and 95% C.I. around hotspots in islands and deserts 4h after meiotic induction (26).

One key function of axis proteins is to target DSBs to the homologous chromosome for repair (2,4). Therefore, we asked whether the higher enrichment of axis proteins in islands impacts the chance of repair as an inter-homolog crossover. The SUMO ligase Zip3 governs the designation of DSBs for crossover repair and is a cytological and genomic marker of crossover designation (24,25). Analysis of available Zip3 ChIP-seq data (26) indicated a greater enrichment of Zip3 at island hotspots (Figure 2C). These data imply that the enrichment of axis proteins in islands leads to increased crossover designation in these regions.

### Island enrichment of Red1 depends on Hop1

The median size of islands and deserts is approximately 15 kb and 22.5 kb, which corresponds to around 9 and 14 genes, respectively, and raises the possibility that islands may result from a regional effect. In line with this notion, we observed a substantial effect of island size on Red1 enrichment (Supplementary Figure S3A). When islands were separated into 3 quantiles by length, average Red1 enrichment per bp was consistently higher in larger islands (Figure 3A). This association implies that larger island regions are better able to recruit or retain Red1 binding.

**Figure 3.**
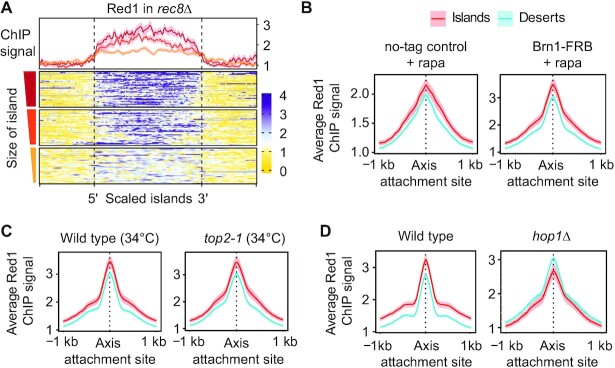
Island enrichment of Red1 is increased on large islands and depends on *HOP1*. (**A**) Meta-analysis of Red1 ChIP-seq signal in r*ec8Δ* in island regions sorted by size of the region (small = below 5 kb; medium = 5 kb to 15 kb; large = 15 kb to 105 kb). Averages for each quantile and 95% C.I. are shown above the heatmap. (**B**) Average Red1 ChIP-seq signal and 95% C.I. at meiotic axis sites in islands and deserts in wild-type (no-tag anchor-away control + rapamycin) and in condensin-depleted (Brn1-FRB + rapamycin) cells. (**C**) Average Red1 enrichment at meiotic axis sites in islands and deserts in wild type and *top2-1* mutants at 34°C (15). (**D**) Average Red1 enrichment and 95% C.I. at axis attachment sites in islands and deserts in *hop1Δ* mutants. Wild-type panel is same as in Figure 1D and included for comparison.

To identify factors involved in Red1 enrichment in islands, we perturbed several organizers of meiotic chromosome topology, including condensin, topoisomerase II and Hop1. Conditional nuclear depletion of the condensin subunit Brn1 by anchor-away caused vegetative cell lethality (27) but did not alter the relative enrichment of Red1 in island regions (Figure 3B). Similarly, inactivation of *TOP2* (using the temperature-sensitive *top2-1* allele at 34°C) causes meiotic defects (15,28), but had no effect on the greater relative enrichment of Red1 and Hop1 in islands (Figure 3C, Supplementary Figure S3B). By contrast, analysis of *hop1*Δ mutants showed Red1 enriched in deserts rather than islands (Figure 3D), matching the pattern of Rec8 (Figure 1E). This altered enrichment pattern implies that Rec8 becomes the primary recruiter of Red1 in the absence of Hop1 and is consistent with a prior observation that chromosomal association of Red1 is fully dependent on Hop1 in *rec8*Δ mutants (11). We conclude that Hop1 is responsible for the cohesin-independent recruitment of Red1 to islands.

### Local coding density predicts the presence of islands

We sought to define the chromosomal features recognized by the Hop1-dependent recruitment mechanism. Hop1 binds structured DNA and G-quadruplexes *in vitro* (29). However, our analyses indicated that G-quadruplex structures are not enriched in islands compared to deserts (Supplementary Figure S4A) and thus cannot explain the Hop1-dependent enrichment of Red1 in islands. Similarly, increased GC content was suggested to promote Red1 enrichment (10), but GC content is not elevated in islands (Supplementary Figure S4B). In addition, we failed to detect associations with centromeres, telomeres, replication origins, or transposons (Supplementary Figure S1A and data not shown). We therefore decided to further investigate the increased coding density of islands that we noted previously (11). More detailed analysis showed that the median length of open reading frames (ORFs) in islands is 17.6% greater than in deserts (islands = 1433 bp; deserts = 1218 bp) (Figure 4A). By contrast, deserts exhibited significantly larger intergenic regions (Figure 4B). The greatest difference was observed for divergent gene pairs, which had an 85.6% (∼279 bp) larger median intergenic length in deserts than in islands, but the same trend was also observed for tandem gene pairs (39.4% or ∼124 bp larger in deserts) and convergent gene pairs (29.4% or ∼55 bp larger in deserts). These data indicate that islands are associated with both increased gene size and increased coding density.

**Figure 4.**
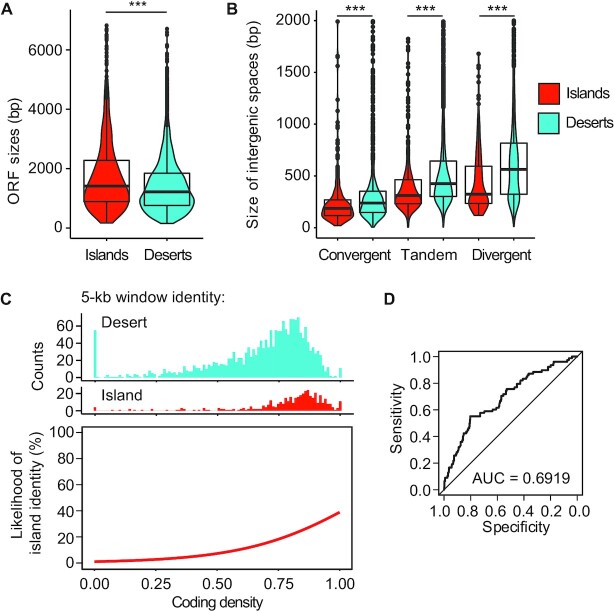
Islands are partially predicted by coding density. (**A**) Distribution of gene sizes in islands (red) and deserts (blue) displayed in violin and box plots. ***P < 0.0001, Mann–Whitney-Wilcoxon test. (**B**) Size distribution of convergent, tandem, and divergent intergenic regions in islands and deserts. ***P < 0.0001, Mann–Whitney-Wilcoxon test. (**C**) Top: non-overlapping 5-kb genomic windows were assigned island or desert identity (see Materials and Methods) and the coding density of each window was calculated. Coding densities range from 0 (all base pairs in the window are intergenic sequence) to 1 (all base pairs overlap with annotated ORFs). Top: histograms showing the number of windows with island or desert identity as a function of coding density. Bottom: Fitted curve for the data shown on top. Coding density was chosen as a significant feature in training a logistic regression model (*P* < 0.0001). (**D**) ROC curve showing the specificity versus sensitivity after training a model using 80% of the data to predict axis and desert identity in the remaining 20% of the data. AUC = area under the curve. Diagonal indicates random association.

Logistic fit analysis after segmenting the genome into 5-kb bins showed a strong bias toward high coding density (coding nucleotides/total DNA) in bins defined as islands (Figure 4C), indicating a strong regional association between coding density and the presence of islands. To probe the significance of this association in explaining axis-protein recruitment, we trained a logistic regression model based on coding density. We used 80% of the genome as a learning set for predicting islands and deserts in the remaining 20%. This approach showed that nearly 70% of the test set could be accurately predicted as either island or desert based on local coding density alone (Figure 4D). As the three shortest chromosomes rely on telomere- and centromere-linked features to further increase axis-protein deposition and recombination activity (30–32), we wondered whether these features could be influencing the performance of the model. However, exclusion of the three shortest chromosomes from the analysis allowed correct prediction of a similar percentage of islands and deserts (72.5%; Supplementary Figure S4C, D). Thus, regional coding density is a major predictor of island formation.

### Nucleosome occupancy and order is elevated in islands

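Messenger RNA levels of wild-type SK1 cells in early meiotic prophase came from 1 RNA-seq library. The legend of Figure 5A gives 2 h after meiotic induction for this measurement, and the sample label gives 3 h. Poly(A) RNA was selected and sequenced from a stranded library. The authors deposited TPM values, transcript levels corrected for gene length, for genes listed mostly by SK1 identifiers. Whether genes had been filtered out is not stated in the paper's text. The values are scaled to a sum of 1000000 and keep no information on depth, so the depth of the library is unknown. With 1 library there is no replicate error. The table lists 5508 genes, and none is at 0. The median was 72.2 TPM, the quartiles were 35.9 and 153 TPM, and the mean was 182 TPM. The mean exceeded the median because few genes were very abundant. The 481 genes above 400 TPM, where the axis of Figure 5A ends, made up 8.73% of the genes and 53.9% of all TPM. Among the other 5027 genes the median was 63.8 TPM and the mean 91.8 TPM, a limit chosen after the data were examined. Requiring at least 1 TPM removed only 7 genes. The files name 5502 of the genes by SK1 identifiers that they do not pair with gene symbols. The most abundant were SK1_04G03460 with 26864 TPM and SK1_03G00700 with 14873 TPM. Genes were not assigned to islands or deserts here.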

Analysis of RNA-seq data collected in early meiotic prophase (15) indicated that genes in deserts are on average expressed 16.1% more highly than in islands (Figure 5A). As genes in the *S. cerevisiae* genome are typically associated with well-ordered nucleosomes (33), we speculated that the higher coding density of islands could manifest in a different overall chromatin state, possibly modulated by transcriptional activity.

**Figure 5.**
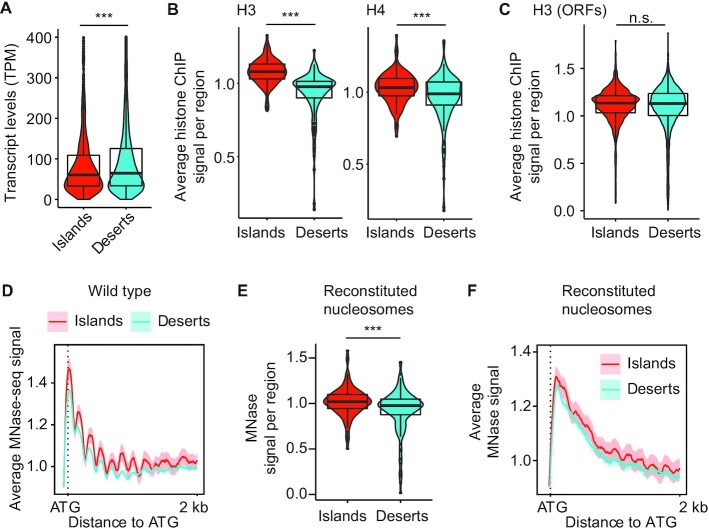
Islands have increased nucleosome density and order that is encoded in the DNA. (**A**) Violin and box plots quantifying the level of mRNAs transcribed from genes in islands and deserts 2 h after meiotic induction. ***P < 0.0001, Mann–Whitney–Wilcoxon test. (**B**) Average histone H3 (34) and H4 (35) ChIP-seq signal per island or desert region on wild-type chromosomes 4 h after meiotic induction. ***P < 0.0001, Mann–Whitney–Wilcoxon. (**C**) Average histone H3 ChIP-seq signal per ORF in islands and deserts. n.s. – not significant, *P*= 0.1248. (**D**) Average MNase signal and 95% C.I. for islands and deserts lined up at the ATG for every gene (12,15). (**E**) Average MNase-seq signal from nucleosomes assembled on naked *S. cerevisiae* DNA (38) per island or desert region. ***P < 0.0001, Mann–Whitney–Wilcoxon. (**F**) Average MNase signal and 95% C.I. for islands and deserts lined up at the ATG for every gene for nucleosomes assembled on naked DNA.

Analysis of available ChIP-seq signal of histones H3 (34) and H4 (35) during meiotic prophase showed a significant enrichment of both histones in island regions (Figure 5B). However, we observed no such enrichment when we only analyzed coding regions (Figure 5C), indicating that the overall higher nucleosome levels in islands result from the smaller intergenic spaces in these regions. Of note, micrococcal nuclease digestion (MNase-seq) of meiotic prophase samples (12,15) showed a more pronounced signal periodicity along gene bodies and next to DSB hotspots in islands (Figure 5D, Supplementary Figure S5A), indicating that nucleosomes in islands are more highly ordered than in deserts. The increased periodicity in islands was also apparent in samples collected prior to meiotic entry (0 h; Supplementary Figure S5B), indicating that it is not meiosis-specific.

We investigated whether differences in nucleosome stability could underlie the formation of islands and deserts. The acetylation of histone H4 on lysine 44 (H4K44ac) regulates nucleosome stability and has been implicated in meiotic DSB activity (35). Analysis of available ChIP-seq data showed an enrichment of H4K44ac around hotspots located in islands (Supplementary Figure S5C), but this enrichment was largely explained by the higher nucleosome levels in these regions and is also seen for H3K4me3 and H2S129ph, two other hotspot-associated histone modifications (Supplementary Figure S5D–F). Moreover, MNase-seq data showed that the differential periodicity of nucleosomes around hotspots in island regions persisted in a non-acetylatable H4K44R mutant (Supplementary Figure S5G). Thus, H4K44ac-associated nucleosome dynamics cannot explain the different nucleosome periodicity in islands versus deserts.

To probe the role of nucleosome order in establishing islands and deserts, we analyzed mutants lacking the PAF1C subunit Rtf1, which has been implicated in nucleosome positioning and affects meiotic DSB activity (36,37). MNase-seq analysis of *rtf1*Δ mutants revealed reduced nucleosome order along genes, as indicated by the less pronounced periodicity of nucleosome peaks in islands relative to the +1 nucleosome (Supplementary Figure S5H, I). However, the relative enrichment of Red1 in islands was unaffected by the absence of *RTF1* (Supplementary Figure S5J), indicating that Red1 binding in islands is not affected by altered nucleosome order. Accordingly, Red1 enrichment in islands was also unaffected by the loss of Set1 and Dot1, two histone methyltransferases that are regulated by PAF1C in meiosis and promote Red1 binding (18,37) (Supplementary Figure S5J). These analyses exclude PAF1C and the associated changes in nucleosome order and histone modifications as regulators of island and desert formation.

### Nucleosome enrichment in islands is a consequence of the underlying DNA sequence

We asked whether the increased density and order of nucleosomes might be encoded in the underlying DNA. *In vitro* experiments analyzing nucleosomes that were reconstituted on purified yeast DNA demonstrated that a substantial fraction of *in vivo* nucleosome positions are a consequence of the underlying DNA sequence (38). Indeed, when we parsed the published *in vitro* data into islands and deserts, we observed significant enrichment of nucleosomes in sequences associated with islands (Figure 5E). Reconstituted nucleosomes on island sequences also trended toward higher periodicity across genic sequences (Figure 5F), although order was less pronounced than *in vivo* samples, in line with previous analyses (39). These data indicate that the increased nucleosome density in islands is encoded in the DNA sequence, and that nucleosomes are sufficient to interpret this code.

### A predicted PHD domain in Hop1 mediates cohesin-independent axis-protein recruitment

Structure prediction analysis of Hop1 revealed that the previously defined Zn-finger region in the center of Hop1 is in fact likely part of a larger structural domain with strong similarity to PHD domains (Figure 6A). PHD domains commonly mediate the nucleosome interactions of chromatin reader proteins (40), suggesting a possible mechanism for how Hop1 could become enriched in the nucleosome-dense islands. To test this possibility, we deleted the entire predicted PHD domain (amino acids 329–526) from the endogenous *HOP1* locus using CRISPR/Cas9. Immunofluorescence analysis and spike-in normalized ChIP-seq analysis showed that Hop1 protein lacking this domain was still able to interact with meiotic chromosomes (Figure 6B, C, Supplementary Figure S6A). However, island-specific enrichment of Red1 and Hop1 was abolished and both proteins instead showed enrichment in deserts similar to Rec8 (Figure 6D, Supplementary Figure S6B; compare to Figure 1E), suggesting that in the absence of the PHD domain, axis proteins rely solely on recruitment by Rec8. In line with this interpretation, axis proteins were no longer recruited in *rec8 hop1-phd* double mutants (Figure 6C, Supplementary Figure S6A). We conclude that the predicted PHD domain of Hop1 mediates the Rec8-independent recruitment of axis proteins to islands.

**Figure 6.**
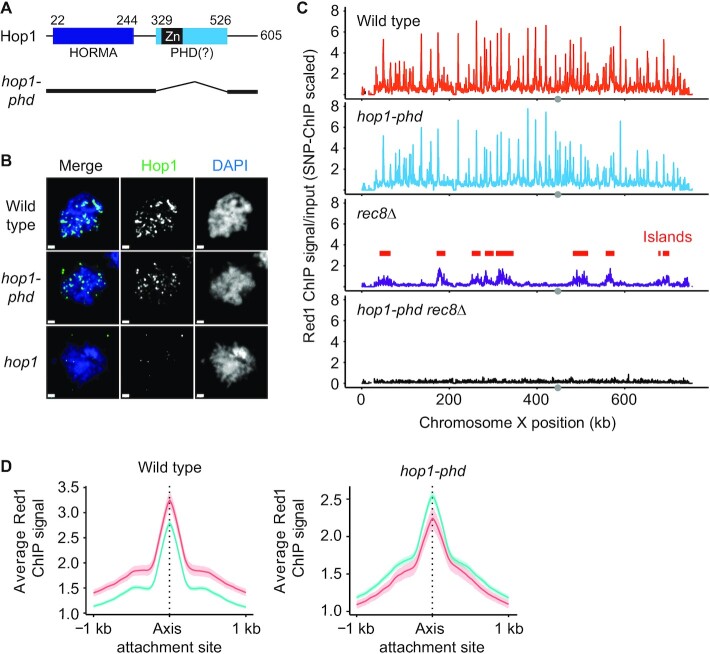
A predicted PHD domain of Hop1 is required for cohesin-independent axis recruitment. (**A**) Schematic showing the domain organization of Hop1, including the N-terminal HORMA domain and the predicted PHD domain. The previously analyzed zinc-finger domain (Zn) is shown in black. Numbers indicate amino-acid position. Black lines below the schematic show the parts of Hop1 that remain in the *hop1-phd* mutant. (**B**) Representative immunofluorescence images of spread meiotic nuclei stained for Hop1 (green) and DAPI (blue). A strain without functional Hop1 (*hop1*) is shown for comparison at the bottom. Bar: 1 μm (**C**) Red1 ChIP-seq profiles for wild type, *hop1-phd*, *rec8Δ*, and *hop1-phd rec8Δ* strains that were scaled using SNP-ChIP spike-in (18). (**D**) Average Red1 enrichment and 95% C.I. at axis attachment sites in islands and deserts in *hop1-phd* mutants. Wild-type panel is same as in Figure 1D and included for comparison.

### Many chromosome regulators are differentially enriched in islands or deserts

We wondered whether other chromosome regulators were also differentially distributed between islands and deserts. To test this possibility, we analyzed the distribution of three additional regulators of meiotic chromosome structure: topoisomerase I (Top1), topoisomerase II (Top2), and condensin. Analysis of available ChIP-seq data of Top1-13myc, Top2 (15) and a tagged subunit of condensin (Smc4-Pk9) (20), showed that all three proteins are enriched in deserts (Figure 7A-C). Thus, chromosome organizers differentially separate into islands (Red1 and Hop1) and deserts (cohesin, topoisomerases and condensin). Notably, topoisomerases and condensin were enriched in deserts even in premeiotic or vegetative cells (Figure 7D–F). This independence from the meiotic program is in line with the nucleosomal enrichment and order in islands observed in non-meiotic chromatin and on purified DNA. We conclude that islands and deserts reflect a fundamental organizing principle of chromosome architecture.

**Figure 7.**
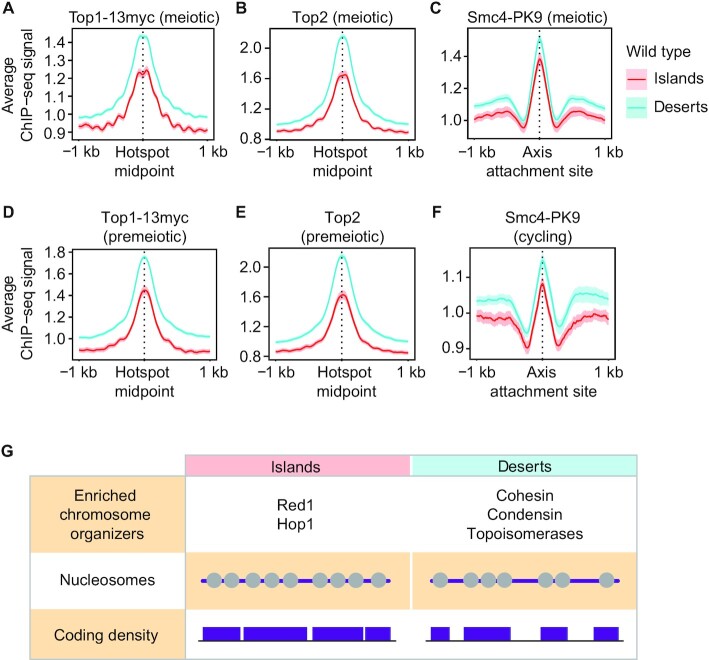
Islands and deserts affect the distribution of several chromosome modulators. Average ChIP-seq signal and 95% C.I. of (**A**) Top1-13myc and (**B**) Top2 at meiotic DSB hotspots in wild-type islands and deserts 3h after meiotic induction (15). (**C**) Average ChIP-seq signal and 95% C.I. of Smc4-Pk9 at axis attachment sites (20) in wild-type islands and deserts 3h after meiotic induction. Average ChIP-seq signal and 95% C.I. of (**D**) Top1-13myc and (**E**) Top2 at meiotic DSB hotspots in islands and deserts at the time of meiotic induction (0h) (15). (**F**) Average ChIP-seq signal and 95% C.I. of Smc4-Pk9 at axis attachment sites in islands and deserts in vegetatively cycling cells (27). (**G**) Table summarizing chromatin features associated with islands and deserts. Grey circles represent nucleosomes on purple DNA, indicating different occupancy and order. Purple boxes indicate ORFs of different sizes and spacing.

## DISCUSSION

Here, we show that the previously observed regional enrichment of axis proteins in yeast *rec8*Δ mutants reflects a second, cohesin-independent mechanism for axis-protein recruitment. This mechanism is active in wild-type cells, depends on Hop1 and increases regional crossover designation along meiotic chromosomes. The islands of axis-protein enrichment also exhibit increased overall nucleosome density and depletion of several other chromosome regulators, and thus broadly affect genome organization (Figure 7G).

The islands, defined here by ChIP-seq analysis, have intriguing parallels to cytological experiments, which revealed domains of Red1/Hop1 over-enrichment on surface-spread chromosomes (41). Those domains were also enriched in Zip3 foci (42), paralleling the increased Zip3 ChIP signal in islands. Moreover, Red1 and Rec8 were enriched in alternating domains (10,43), again similar to our observations. It is thus tempting to speculate that the domains of Red1 and Rec8 on spread chromosomes are equivalent to the islands and desert regions defined here. The elevated Red1/Hop1 ChIP signal in islands, although mild overall, extends over substantial genomic distances and may thus be observable by cytology, adding plausibility to this model. One argument against a direct correspondence is that the cytological enrichment of Hop1 in distinct domains disappears in mutants lacking the chromosome remodeler Pch2 (41), whereas we found that Hop1 island enrichment is unchanged in *pch2* mutants (Supplementary Figure S3C). However, it is possible that the much higher levels of Hop1 fluorescence in *pch2* mutants mask axis domains that persist at the chromatin level.

Our analyses indicate that the characteristics differentiating islands and deserts are to a large extent hard-wired into the local chromatin environment. Accordingly, the local coding density, an inherent feature of the genome, is able to predict ∼70% of the island and desert regions. Moreover, higher nucleosome periodicity in islands, and increased binding of topoisomerase II and condensin in deserts is also observed on non-meiotic chromatin, clearly indicating that the features defining islands and deserts are not linked to the meiotic program. We note that the transcriptional program changes dramatically as cells enter meiotic prophase (44), arguing that transcriptional output, though significantly different between islands and deserts, is not responsible for island and desert formation. In line with this notion, the increased binding and order of nucleosomes in islands was even observed when nucleosomes were reconstituted on purified yeast DNA. These data demonstrate that the features distinguishing islands and deserts are at least partly encoded in the underlying DNA and that histones are sufficient to interpret this code. DNA bendability is a well-known factor governing nucleosome deposition (45). However, analysis of systematic *in vitro* DNA bendability data for yeast chromosome V (22) showed only marginally higher intrinsic flexibility in islands, and data noise did not allow a confident conclusion (Supplementary Figure S7). Thus, which DNA feature governs island and desert formation remains to be determined.

It also remains to be determined how axis proteins recognize islands as preferred binding sites. The uniform enrichment of axis proteins across gene bodies in islands suggests that the feature recruiting axis proteins is relatively broad and non-specific. A potential role for nucleosomal features in recruiting axis proteins is supported by our finding that island enrichment requires the predicted PHD domain of Hop1. However, whether this domain in fact binds nucleosomes, and whether this binding depends on a particular histone modification, remains to be determined. The broad enrichment in islands may also reflect (at least in part) the ability of Hop1 and Red1 to form higher-order multimers (46,47). The increased avidity from multimerization could explain the overall stronger binding of Red1 in larger islands.

Our data also show that a number of other chromosome-structure factors, including topoisomerases (Top1, Top2), cohesin (Rec8, Scc2) and condensin, are differentially enriched in deserts. For Top2 and condensin this differential distribution is also seen in non-meiotic cells, although whether it has functional consequences either in meiosis or in vegetative cells remains to be seen. All of these factors have the ability to directly interact with DNA and may thus respond to the underlying DNA sequence. Alternatively, the overall reduced nucleosome occupancy may favor their association. Taken together, these data show that islands and deserts impact chromosome behavior at many levels and thus reveal the existence of a novel layer of chromosome regulation.

## DATA AVAILABILITY

The scripts used in this study are available on Github:

- Computer scripts for processing Illumina reads: ‘https://github.com/hochwagenlab/ChIPseq_functions/tree/master/ChIPseq_Pipeline_v3/’
- Computer scripts for making figures: ‘https://github.com/hochwagenlab/axis_clusters’

The data sets produced in this study have been deposited with the Gene Expression Omnibus under accession number GSE156040 ‘https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE156040’

## Supplementary Material

gkac227_Supplemental_File Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

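The data analysed were peak lists from ChIP-seq of Red1, Hop1 and Rec8 in wild-type cells, a list of Red1 peak summits, and the transcript levels of 1 wild-type RNA-seq library. The labels list 4 Red1, 4 Hop1 and 2 Rec8 ChIP samples at 3 h after meiotic induction. The other samples of the study, including the mutants, the spike-in experiments and MNase-seq, were not analysed here, and neither were the coordinates of islands and deserts. Of all samples, 2 could not be mapped to a condition, since their labels contradict each other, and they were not used.

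The authors mapped the ChIP-seq reads with Bowtie to the SK1 genome, extended them to 200 bp, removed PCR duplicates and called broad peaks with MACS on the combined replicates of each protein. In the deposited peak lists, the authors' fold enrichment over input is the average over each peak, and the −log10 q-value is that of the peak. In the deposited summit list, the authors give a score for each summit, and the paper's text does not name which of the peak caller's scores it is. The lowest summit score was 20.0. The highest peak number in the names of the summits was 2802 against 2385 summits kept, and the broad Red1 list held 1571 peaks, so the summits came from a separate peak call. The authors computed the deposited TPM values, and neither the aligner nor a filter on genes is stated for them in the paper's text. No gene was at 0 TPM.

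Positions are in the SK1 coordinates of the files. On some chromosomes, such as III and VI, intervals in the files reach past the end of the corresponding chromosome of the S288C reference, so no position of that reference was used. Chromosome lengths were therefore taken as the span from the first start to the last end in any list. For the same reason, the planned comparison of transcript levels with ORF length and coding density and the planned distances of summits to gene ends were not made. The table of transcript levels lists 5502 genes by SK1 identifiers and 6 by symbols. Only these 6 matched the table of reference gene names, and none of the 15 genes looked for by the paper's symbols was among them.

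Overlap was counted from 1 shared bp. The coverage around a peak was taken within 10 kb on either side of its midpoint, without the nearest 1 kb on either side. The number of peak midpoints was counted in 5-kb bins from the start of the coordinates. Chance levels came from 10000 circular shifts within each chromosome of the second list, of the bins, or of the values along the order of the peaks. Neighbouring bins were compared with 10000 permutations of the bins within chromosomes. The share of each chromosome covered by peaks was compared with its span over 16 chromosomes with 100000 permutations. All permutation tests were two-sided, and p-values were adjusted by the Benjamini-Hochberg method within each family of comparisons. Comparisons of the 3 shortest chromosomes with the others used an exact permutation test over all 560 choices of 3 chromosomes, which cannot give a p under 0.00179. Calculations used Python 3.11.15 with NumPy 2.4.6 and SciPy 1.17.1.

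Some of the tests were tried on 500 pairs of simulated lists with the real widths and numbers of peaks, using 999 shifts or permutations. They were those of overlap, of bins, of fold enrichment with and without an overlap, of rank correlation along a list and of neighbouring bins. The tests over chromosomes and those on summits were not tried in this way. Without a planted effect, between 24 and 32 of the 500 trials of each test had p under 0.05. For neighbouring bins this rate was fixed in advance, since the bins were permuted as in the test itself. With 50% of the peaks of one list placed on the other, or with an added effect of 0.2, all 500 were called in each test tried. The trials of rank correlation used random values in place of fold enrichments. Simulated peaks were placed independently at random. The trials thus do not show how the tests behave where peaks or their values have regional structure.

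The comparisons of overlap, bins, fold enrichment, coverage, chromosome length and summits, and 29 alternatives, were fixed before the data were examined. The comparison of ranks of shared peaks, the comparisons of the 3 shortest chromosomes with the others, the tests by summit score, the comparison of fold enrichment and coverage with the width taken out and 6 alternatives were added later. The alternatives concerned the q-value threshold, the overlap required, the size of bins and flanks, the distance from chromosome ends, the measure of coverage and the range of TPM values. Peaks were named by a rule set beforehand, the 2 peaks of each list with the highest fold enrichment. The rule for genes was the genes the paper names and the 3 with the highest TPM, of which 2 are printed because the files do not pair identifiers with names. The precision of the lists is limited by the absence of replicate lists.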

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

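The tests by summit score in this part were chosen after the result was seen, and the overlap of the summits with the peak lists was set before. The deposited Red1 summits lay mostly inside Rec8 peaks. The paper's text does not mention a list of summits. Its figure legends cite earlier studies for axis attachment sites and do not say whether these are the same positions. Of 2385 summits, 85.1% were inside a Rec8 peak, against 25.5% on average and at most 33.3% in 10000 circular shifts (two-sided permutation test, p = 0.0001, adjusted p = 0.0001 over the 3 lists, the smallest that the shifts can give). The summits and the Rec8 peaks come from different immunoprecipitations. All summits were inside a broad Red1 peak, which was called from the same libraries, and 96.2% were inside a Hop1 peak. The 2385 summits fell into 1398 of the 1571 broad Red1 peaks, 583 of which held 2 or more summits. The most in a single broad peak was 12.

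The overlap rose with the summit score. Of the 597 lowest-scoring summits, 60.6% were inside a Rec8 peak, and of the 596 highest-scoring summits 100% were, a difference of 39.4 percentage points (two-sided permutation test, p = 0.0001). The median score was 241 inside and 44.5 outside Rec8 peaks. Recruitment of Red1 by Rec8, as the paper describes it, predicts such a rise. Sites that are recovered in any immunoprecipitation could give the same rise, because such sites would be strong in each list. The 2 explanations cannot be told apart from these lists, since libraries without the antigen were not analysed here.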

How the results depend on the processing

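Of the alternatives, 29 were set before the data were examined and 6 were chosen after seeing the data. The latter left out the extent of the peak itself from the coverage around it, took out the width of the peaks from the differences in fold enrichment, limited genes to at most 400 TPM, or concerned the ranks of shared peaks. The overlaps of Red1, Hop1 and Rec8 peaks stayed above the shifted lists in all 18 alternative values, which ranged from 76.3% to 96.0%. The correlations across bins kept their direction and significance in all 30 alternative values, from 0.491 to 0.940. The same held for the 8 alternative differences in fold enrichment with and without a Rec8 peak and the 9 alternative correlations of ranks of shared peaks.

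The relation of fold enrichment to the Red1 peak coverage around a peak depended on the size of the flank and on the extent of the peak itself. With 5 kb on either side, Spearman's rho was −0.025 for Red1 (adjusted p = 0.324), 0.0081 for Hop1 (adjusted p = 0.823) and −0.033 for Rec8 (adjusted p = 0.324, two-sided permutation tests). With 20 kb it was −0.0078, 0.0085 and −0.029, with adjusted p between 0.570 and 0.766. With the extent of the peak itself left out, it was −0.266, −0.231 and −0.138 (two-sided permutation tests, adjusted p = 0.0001 for each). Under the other alternatives the relation stayed negative, from −0.100 to −0.0364, with adjusted p from 0.0002 to 0.0349. With the width of the peaks taken out, a comparison chosen after seeing the data, rho was −0.137, −0.136 and −0.0719 at 5 kb and −0.0907, −0.101 and −0.0500 at 20 kb, the last not significant (two-sided permutation test, adjusted p = 0.131). Within 10 kb, taking the width out also moved rho, from −0.0865 to −0.163 for Red1 and from −0.0560 to −0.146 for Hop1. For Rec8 it hardly changed there, from −0.0807 to −0.0814. In each list rho was still weakest at 20 kb. These values do not decide whether peak width caused the loss of the relation at these flanks, and other causes were not tested.

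The correlation of neighbouring bins changed sign when midpoints were counted in place of covered base pairs, to −0.121 for Red1 and −0.144 for Hop1. For Rec8 the correlation stayed negative, at −0.174. In 20-kb bins it was 0.105 for Rec8, in place of a negative value, and 0.390 for Red1 and 0.397 for Hop1. Peaks of a list do not overlap, which keeps their midpoints apart, and wide peaks span several bins. How far this accounts for the change was not tested.

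The relation to chromosome length also depended on the measure. For peaks per kb, Pearson's r was 0.427 for Red1, 0.542 for Hop1 and −0.361 for Rec8, and Spearman's rho was 0.385, 0.409 and −0.374, none significant after adjustment. Without the 3 shortest chromosomes, rho of the covered share was −0.423 for Red1, −0.588 for Hop1 and −0.511 for Rec8, no longer significant with 13 chromosomes, whereas Pearson's r was between −0.672 and −0.588 (adjusted p = 0.0349 for each). The cause was not tested.

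The median distance between Red1 summits was 7988 bp for the 1194 higher-scoring summits, as fewer summits lie farther apart. Limiting the genes to at most 400 TPM lowered the median to 63.8 TPM by construction. A further 5 values, widths and covered shares, moved when weak peaks were left out. The 3 alternatives for transcript level against ORF length and coding density were not run. No paired analysis was possible because each peak list combines its replicates and the RNA-seq library is single. The depth of the libraries is unknown and its effect on the lists could not be examined.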

Differences from the paper's values

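The paper gives no number for a measure that was computed here. The paper reports no correlation of cohesin enrichment with that of Red1 and Hop1. This rests on Rec8 and Scc2 peaks being lower in islands, where Red1 and Hop1 peaks were higher. At peaks that met exactly 1 peak of the other list, the ranks of fold enrichment rose together. Spearman's rho was 0.848 between Red1 and Rec8 over 1147 shared peaks and 0.842 between Hop1 and Rec8 over 1158 shared peaks. This does not contradict the paper, which also describes Rec8 as bringing Red1 and Hop1 to the sites it binds. The comparison of islands with deserts was not made here, and none of the alternatives tried for these ranks, all chosen after seeing the data, changed their direction.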

Other observations

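In this part, the correlations with chromosome length, the correlations of neighbouring bins and the correlations of fold enrichment with coverage at 5, 10 and 20 kb were set before the data were examined. All tests on the 3 shortest chromosomes, on the ranks of shared peaks, on summits and on peak width were chosen only after the lists had been examined, and those of joined peaks, of sequence and summits outside Rec8 peaks, of peak width, of a bias in the Rec8 libraries and of regions where Rec8 outranks Red1 only after the result was seen.

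The 3 shortest chromosomes were covered by Red1 and Hop1 peaks to a larger share than the others. Red1 peaks covered 60.2% of chromosome I, 47.2% of chromosome III and 56.0% of chromosome VI, and between 23.9% and 34.7% of each of the other 13 chromosomes. The means were 54.4% and 28.6% (exact permutation test over chromosomes, two-sided, p = 0.00179, the smallest possible). For Hop1 the means were 55.3% and 27.7% (exact permutation test, p = 0.00179). For Rec8 the means were 31.5% and 25.0% (exact permutation test, p = 0.00179), and at matched distances from the ends they were 30.4% and 26.2% (exact permutation test, p = 0.05). Over the 16 chromosomes the covered share fell with the span of the chromosome, with Pearson's r of −0.750 for Red1, −0.751 for Hop1 and −0.794 for Rec8 (permutation tests, adjusted p = 0.00017 for each). Spearman's rho was −0.691, −0.779 and −0.735 (adjusted p = 0.00371, 0.00174 and 0.00226). Without chromosomes I and IV, the 2 farthest from the median span, r was −0.722, −0.728 and −0.759. The paper cites earlier work for increased axis protein deposition on the 3 shortest chromosomes through features linked to telomeres and centromeres.

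Possible explanations of this pattern were tested on Red1. Closeness to the ends need not be technical, since the paper names telomere-linked features. Ends, here and for Rec8 above, are the first and the last interval in the lists. The first interval starts between 482 and 9549 bp on the short chromosomes, but at 32516 bp on chromosome X. Distances from the true ends are thus only roughly matched. At matched distances of 0 to 20, 20 to 50 and 50 to 100 kb, the mean difference was still 23.2 percentage points (exact permutation test, p = 0.00179). The shares differed most at 50 to 100 kb, with 68.2% against 29.2%. This argues against the distance from a single end, so measured, as the whole cause. On the short chromosomes such positions also lie closer to the opposite end, so a joint effect of both ends stays open. Within 20 kb of the ends alone, the difference was 5.07 percentage points and not significant (exact permutation test, p = 0.414). With weak peaks left out, at a −log10 q of at least 5, the difference was 26.1 percentage points (exact permutation test, p = 0.00179). The short chromosomes had fewer but wider peaks, with 0.112 against 0.137 Red1 peaks per kb and mean median widths of 3151 against 1679 bp, as joining by the peak caller would give. However, they also had 0.0800 more Red1 summits per kb, 0.282 against 0.202 (exact permutation test, p = 0.00179), which argues against joining as the whole cause. Recruitment away from Rec8 sites stays open. Of the Red1-covered sequence, 46.9% lay outside Rec8 peaks on the short chromosomes and 27.2% on the others, a difference of 19.7 percentage points (exact permutation test, p = 0.00179). This does not decide the question, because Red1 covered more sequence than Rec8, so that at least 41.7% and 11.9% had to lie outside Rec8 peaks. Red1 peaks also covered more of the Rec8 peak sequence on the short chromosomes, 91.1% against 82.7%, and more of the sequence outside Rec8 peaks, 37.7% against 10.5% (exact permutation tests, p = 0.00179 for each). For Hop1 the latter shares were 38.7% and 9.67% (exact permutation test, p = 0.00179). Coverage inside Rec8 peaks was close to its limit, so the sizes of these differences do not decide the question either. Of the Red1 summits, which have no width, 29.5% lay outside Rec8 peaks on the short and 13.6% on the other chromosomes. The difference was 15.9 percentage points (exact permutation test, p = 0.00179). It does not decide whether wide Red1 peaks spread from Rec8 sites. In the whole list 583 broad Red1 peaks held 2 or more summits, so a peak that spreads can have further summits outside a Rec8 peak.

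Red1 and Hop1 coverage was related between neighbouring 5-kb bins. The correlation of neighbouring bins was 0.180 for Red1 and 0.173 for Hop1, above permuted means of 0.0544 and 0.0609 (two-sided permutation tests, adjusted p = 0.0001 for both). It was −0.0414 for Rec8 (same permutation test, adjusted p = 0.041). Wide peaks span several bins, and with midpoints in place of covered base pairs the correlation was −0.121 for Red1 and −0.144 for Hop1. For Rec8 the correlation of midpoints was −0.174, with the same sign as for covered base pairs. In 20-kb bins of covered base pairs it was 0.390 for Red1, 0.397 for Hop1 and 0.105 for Rec8 (two-sided permutation tests, adjusted p = 0.0001, 0.0001 and 0.0073). For Red1 and Hop1 the direction thus depended on whether covered base pairs or midpoints were counted, and for Rec8 on the size of the bins. Whether the lists differ from each other was not tested, and no biological explanation was tested.

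At shared peaks, the difference between the Red1 and the Rec8 rank of fold enrichment had a regional component. The rank differences of neighbouring shared peaks were correlated with r = 0.296 over 1147 peaks, and the differences between Hop1 and Rec8 with r = 0.376 over 1158 peaks (two-sided permutation tests, adjusted p = 0.0001 for both). Without the 3 shortest chromosomes the values were 0.291 and 0.375. The rank differences between Red1 and Hop1 gave 0.0560 over 1257 peaks (same permutation test, p = 0.130). Red1 ranked higher relative to Rec8 where more of the surrounding 10 kb on either side was covered by Hop1 peaks, with a Spearman's rho of 0.260 (two-sided permutation test, p = 0.0001), and for Hop1 relative to Rec8 rho was 0.237. For Red1 relative to Hop1 it was 0.0205 (same permutation test, p = 0.275). The coverage includes part of a wide peak's own extent, and wider peaks had higher fold enrichment within each list. Peak width may thus contribute to these relations with coverage, which was not tested. Recruitment of Red1 and Hop1 in regions that Rec8 does not share, as the paper describes for islands, could give such a regional component. A regional bias of the Rec8 libraries could give the same values, including the low value between Red1 and Hop1, which share 1 input library. The 2 explanations cannot be told apart, since there is 1 Rec8 list. The correlation of the Red1 and Rec8 ranks themselves did not come from peak width, since it was 0.812 with the widths taken out.

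Some shared peaks ranked far higher for Rec8 than for Red1. The 20 peaks with the largest such difference, at least 20 kb from the ends, lay on 13 chromosomes, and their rank differences ran from 42.6 to 74.7 percentile points. The 9 pairs of them on the same chromosome were a median of 21.9 kb apart, against 239 kb for randomly drawn shared peaks of the same chromosomes (two-sided permutation test, p = 0.011). Random draws ignore that the rank differences of neighbouring shared peaks are correlated, so closeness of such peaks follows in part from that correlation. Whether they mark one region per chromosome, such as the centromere, stays open. Centromere positions of the SK1 genome were not used here, and 9 pairs are few.

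Within each list, the fold enrichment of a peak fell with the Red1 peak coverage within 10 kb on either side. Spearman's rho was −0.0865 for Red1, −0.0560 for Hop1 and −0.0807 for Rec8 (two-sided permutation tests, adjusted p = 0.0015, 0.0067 and 0.0015). For Red1 and Hop1 this is not the direction that the paper gives for peak heights in islands, but the measures differ. With flanks of 5 or 20 kb no relation was detectable as long as the width of the peaks was not taken out. With the extent of the peak itself left out of the coverage, an alternative chosen after seeing the data, rho was −0.266, −0.231 and −0.138 (two-sided permutation tests, adjusted p = 0.0001 for each). In that alternative a wider peak leaves less sequence that can be covered, so part of the larger values may come from peak width. The score at the 2385 Red1 summits also fell with the coverage around them, with rho of −0.0670 (two-sided permutation test, p = 0.0012). This does not decide whether averaging of the fold enrichment over wide peaks is the cause, because wide peaks hold several summits and count as coverage around each. With the width of the peaks taken out of both measures in 10 groups of width, rho within 10 kb was −0.163 for Red1, −0.146 for Hop1 and −0.0814 for Rec8 (two-sided permutation tests, adjusted p = 0.0001, 0.0001 and 0.0051). With the width taken out in the same way, rho was −0.137, −0.136 and −0.0719 at 5 kb. At 20 kb it was −0.0907, −0.101 and −0.0500, the last not significant (two-sided permutation test, adjusted p = 0.131). The relation within 10 kb with the width taken out argues against the width of the peaks as the whole cause. Within each list, wider peaks had higher fold enrichment, with rho of 0.594 for Red1, 0.643 for Hop1 and 0.571 for Rec8. No biological explanation was tested.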
